A study of Mus musculus with 12 samples. Its data were reported in "Nascent-Seq reveals novel features of mouse circadian transcriptional regulation" (2012).

How the data were processed

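Nascent RNA was measured in the livers of mice kept in a light:dark cycle and collected at 6 time points, with 2 replicates each, giving 12 libraries. Nuclei were purified and lysed in a urea and detergent buffer, RNA bound to the chromatin pellet was extracted, and polyadenylated RNA was removed before random-primed library construction and sequencing on a Genome Analyzer II. Time points and replicate numbers were taken from the sample labels. The RNA-Seq, ChIP-Seq and strand-specific libraries of the study were not used here.

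The authors aligned the reads to the mouse genome (mm9) with TopHat, kept uniquely mapped reads, and divided the coverage over the merged exons of each gene symbol by the exon length, without regard to strand, to give the deposited signal in reads per base pair (rpbp), scaled to the same number of reads in every library and rounded to 1 decimal. Each library of ZT8 and ZT20 was run in 2 lanes, which the authors merged before the signal was deposited. These lanes were not analysed separately here. The other 8 libraries were sequenced in 1 lane, so lanes and time points are confounded. The authors also deposited, per gene, the fraction of its variance over the 12 values that lies in the 24-hr Fourier component (F24) and the phase of that component. A p-value per gene, which the authors obtained by permuting the values and did not adjust, was deposited beside them. These statistics of the authors were used only for a comparison with the ones computed here.

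The table held 21490 gene symbols and 27919 blank lines, which were dropped. Among the symbols, 23 looked like dates (8 of them among the tested symbols), which is what a spreadsheet makes of some gene names, and 202 differed from another symbol only in the case of letters. All were kept under the name given. The signal is a normalized coverage and not a count of reads, so no count model was fitted. The library totals that the study gives were not used, and intervals for shares of genes cover counting error only (95% Wilson intervals). The only other interval, in the closing section, is a 95% bootstrap interval for a median correlation. With 2 replicates per time point, their number limits the precision of each mean. Coordinates were read as mm9 and are given counted from 1. Of the symbols, 14195 matched a GENCODE M1 gene of the same name at an overlapping position (NCBIM37, the same build), and the start given in the table plus 1 equalled the annotated start for 4669 of them, against 459 for the start as given. Strand and gene class were taken from this annotation, and exon GC content was computed from the genome for 6122 of the tested symbols (97.4%).

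Genes above 6 rpbp in at least 1 library were tested (6284 symbols at 4818 loci that do not overlap each other). F24 was computed on the linear values of all 12 libraries, and its one-sided p from 100000 permutations of the values of a gene, with Benjamini-Hochberg adjustment over all tested genes. A gene was called rhythmic at an unadjusted p under 0.05, F24 over 0.45 and a highest value over 1.5 times the lowest, and strong at F24 over 0.6 and a highest value over 7/4 of the lowest. These limits follow the methods of the study. For a single series of 6 values all 720 orders were enumerated. Differences of any shape between time points were tested with the moderated F-test of limma on log2(rpbp + 1), with Benjamini-Hochberg adjustment. Gene shares were compared with two-sided Fisher's exact tests. The number of calls was set against 99 random assignments of the time labels to whole libraries, which with the real one make 100. Replicate variation was taken over genes above 6 rpbp in at least 1 library of a pair.

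Genes were named by a rule. The text names a list of clock genes and genes they drive, 10 transcripts that the study described, and the 8 genes with the largest ratio of highest to lowest time-point mean (1 rpbp added to both) among rhythmic genes with an adjusted permutation p under 0.05 and phases in both series within 4 hr of the pooled phase. Some genes that the rule selects are not reported here. Any other gene is named in the closing section with a remark that it was chosen after its values were seen. The tests, the named genes, the clock list and the processing alternatives were fixed before the data were examined, except where the closing section says otherwise.

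The alternatives were signal thresholds of 3 and 12 rpbp or on the mean over the libraries, 1 symbol per locus, log2 values with 1 or 0.1 added, 10000 permutations, the ratio of time-point means, adjusted permutation p, limma's F-test of the cosine terms, a replicate block, libraries rescaled by the median ratio to the geometric mean, each library or each series left out, and, chosen after seeing the data, removal of the median log2 deviation in 20 bins of exon GC content a threshold that includes 6 rpbp itself, and the lanes as a block (values centred and permuted within the libraries of 1 lane and within those of 2). Limma's F-test was also run within the time points of each lane number. The F24 criteria, the adjusted permutation p, limma's F-test over the time points, the lane block and limma's F-test within the 1-lane time points were tested on simulated data, and the other tests were not. In the simulation 200 of 6284 genes were given a 24-hr cosine with a log2 amplitude of 0.75. The noise was drawn independently for each gene and library, so effects shared by the genes of a library were not covered. The share of calls that were unchanged genes also depends on the choice of 200. The F24 criteria recovered 96.0% of the changed genes and called 3.62% of the unchanged ones, so that 53.4% of the calls were unchanged genes, and the median phase error was 0.344 hr. With the adjusted permutation p 65.5% were recovered and 5.76% of the calls were unchanged genes, and with limma's F-test 57.0% and 2.56%. After a shift of the 2-lane libraries was added to the 6284 simulated genes, the lane block recovered 94.0% and called 4.31% of the unchanged ones. Of its calls 58.2% were unchanged genes. Limma within the 1-lane time points recovered 44.5%, and 4.30% of its calls were unchanged genes. Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and R 4.3.3 with limma 3.58.1.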

Results

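To ask which genes are transcribed with a daily rhythm, the study profiled nascent RNA in mouse liver by Nascent-Seq, which sequences RNA that is still being made, recovered from the chromatin of purified nuclei. Livers were collected at 6 time points of the light:dark cycle (ZT0, ZT4, ZT8, ZT12, ZT16 and ZT20, where zeitgeber time counts the hours from lights on), with 2 replicates per time point and 12 libraries in all. No time point served as a control, so the time points were set against each other. The table gave 1 value per gene symbol and library for 21490 symbols, of which 734 were listed at 0 in every library. Each value is the nascent RNA signal over the exons of a gene in reads per base pair (rpbp), without regard to strand, so the signal of overlapping genes is uncertain. The sum of the rpbp values of a library ranged from 118342 in ZT0 replicate 1 to 160545 in ZT20 replicate 1, where the 20 highest symbols held 37.1% of the sum against 20.7% to 31.9% in the other libraries. The table holds no read numbers, and the library totals that the study gives were not used here. Each library of ZT8 and ZT20 took 2 lanes and each of the other 8 took 1, so depth differed between time points. A total of 6284 symbols passed 6 rpbp in at least 1 library and were tested, and 3390 (ZT16 replicate 2) to 4510 (ZT0 replicate 2) of the symbols passed it in a single library.

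The libraries differed in level. The median log2 ratio of the tested symbols to their mean over the libraries was −0.23 in ZT16 replicate 2, 0.16 in ZT0 replicate 2, 0.11 in ZT12 replicate 2, and between −0.10 and 0.08 in each of the other libraries. They also differed by the GC content of the exons, which was known for 6122 of the tested symbols (97.4%). Between the lowest and the highest of 20 GC bins, the median log2 deviation fell by 1.21 in ZT8 replicate 2 and fell by 0.56 in ZT20 replicate 2, whereas it rose by 0.52 in ZT16 replicate 1, by 0.51 in ZT12 replicate 1 and by 0.40 in ZT12 replicate 2. In ZT8 replicate 1 it fell by 0.19 and in ZT20 replicate 1 it fell by 0.10. The 4 lowest values were those of the 4 libraries sequenced in 2 lanes. Across genes, which are not independent replicates, the Spearman correlation of the deviation with GC content was −0.641 in ZT8 replicate 2 and −0.500 in ZT20 replicate 2.

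**Figure D1:**
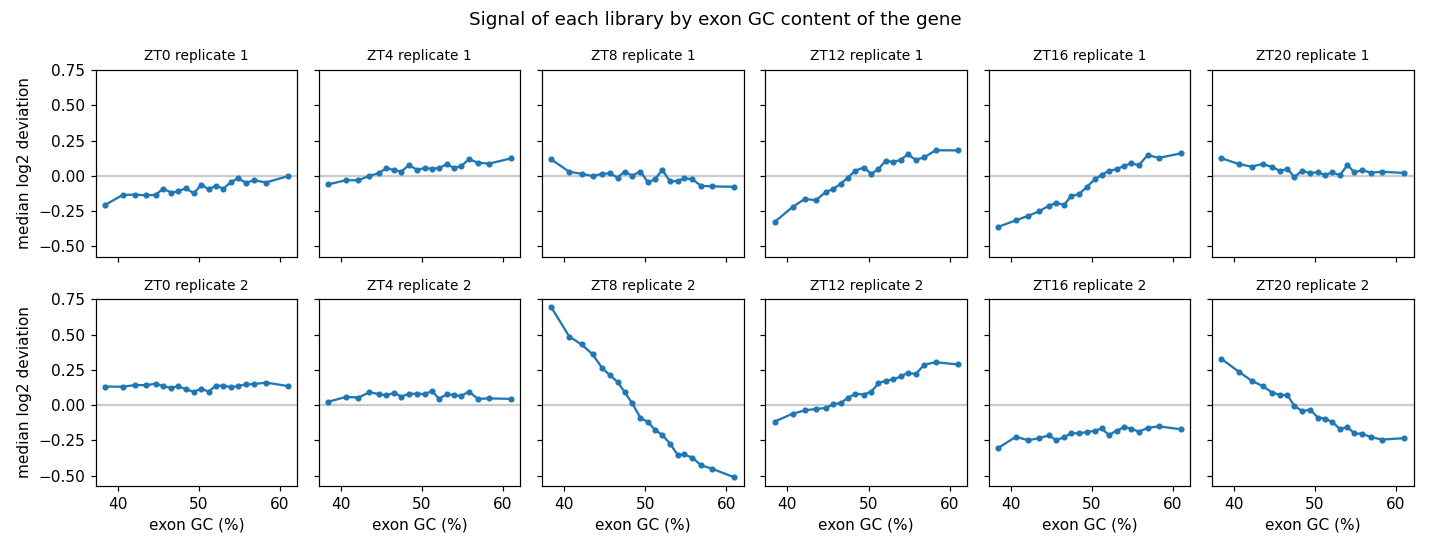
Median log2 deviation of each library from the mean of the 12 libraries (y axis) in 20 bins of exon GC content (x axis, percent), with 1 panel per library, replicate 1 above and replicate 2 below, and 1 point per bin. The change from the lowest to the highest bin is −1.21 in ZT8 replicate 2 and 0.52 in ZT16 replicate 1.

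To measure the error between replicates, the libraries of each time point were compared over the genes above 6 rpbp in at least 1 library of the pair. The share of genes that differed by more than 1.5-fold between replicates was 21.5% ± 9.80 (SD, n = 6 time points), with the lowest share at ZT4 (12.3%) and the highest at ZT16 (34.3%) and ZT8 (33.1%). The share that differed by more than 1.3-fold was 39.7% ± 11.7 (SD, n = 6 time points). Of the other thresholds tried, 12 rpbp moved the 1.5-fold share most, to 26.2%. Libraries of 1 series taken 4 hr apart differed by more than 1.5-fold for 31% ± 11.2 of genes (SD, n = 12 pairs), and libraries taken 12 hr apart for 30.8% ± 6.18 (SD, n = 6 pairs). Both means exceed the replicate mean by about the SD of the replicate pairs, and no test was run on them. The Pearson correlation of log2 values across genes, which are not independent replicates, was 0.902 ± 0.0428 (SD, n = 6 pairs) between replicates, 0.844 ± 0.0581 at 4 hr apart (SD, n = 12 pairs) and 0.825 ± 0.0329 at 12 hr apart (SD, n = 6 pairs). Lane repeats of a single library were not analysed here.

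Transcriptional variability was measured as the SD over the 12 libraries divided by the mean of each gene. Its median was 0.252 (quartiles 0.189 and 0.354), and 11.5% of the tested genes were above 0.5. Taken within each series, the median was 0.215 in replicate 1 and 0.267 in replicate 2. Among the settings tried, the threshold of 12 rpbp moved the median over all libraries most, to 0.282. Differences between time points held a median of 64.2% of the variance of a gene, where 45.5% is the share that random values would give. The share was 81.2% in the genes called rhythmic below and 60.1% in the others. The variability hardly followed the level of the gene (Spearman correlation −0.0641 across genes, which are not independent replicates).

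To identify rhythmically transcribed genes, the share of the variance of a gene that a 24-hr cosine carries (F24) was computed over the 12 values, with a one-sided permutation test of 100000 permutations. A gene was called rhythmic when its unadjusted p was under 0.05, its F24 over 0.45 and its highest value over 1.5 times its lowest. By these criteria 956 of the 6284 tested genes (15.2%) were rhythmic. Of these, 401 (6.38% of the tested genes) passed the stricter limits of F24 over 0.6 and a highest value over 7/4 of the lowest and are called strong, and the remaining 555 (8.83%) are called medium. The p criterion alone was met by 1032 genes, where 314 would be met by chance, the F24 criterion by 1172, and the ratio criterion by 6018 (95.8%), since the ratio of the extremes of 12 values is large for most genes. After Benjamini-Hochberg adjustment of the permutation p over all tested genes, 44 genes stayed under 0.05, 148 under 0.1 and 546 under 0.2, and these 44 are the alternative that moved the rhythmic count most. The count also depended on single libraries. It ranged from 799 without ZT4 replicate 1 to 1239 without ZT8 replicate 2, and the strong count rose from 401 to 685 without ZT8 replicate 2. The strong count also rose, though less, when any other single library was left out. The smallest p that the permutations can give, 1e-05, was reached by 3 genes. Called in the same way from the F24 and p in the authors' deposited table, 958 genes were rhythmic and 399 strong, and 946 of the rhythmic genes were shared with the computation here. Each time point was sequenced either in 1 lane or in 2, and the 2-lane time points lie 12 hr apart. With the lanes as a block, a setting chosen after seeing the data, 1202 genes were rhythmic, 841 of them among the 956, and 731 were strong. The largest difference in F24 from the authors' deposited table was 0.0313, and the median difference in phase was 0.00851 hr.

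Because genes in 1 library rise and fall together, the counts were also set against relabelled libraries, in which the time labels of the 12 libraries were moved at random. Of 100 labellings, the real one included, 2 gave as many rhythmic genes as the real one, with a median of 252 and a highest count of 1270 over the 99 random labellings. For strong genes, 2 of 100 gave as many, with a median of 55 and a highest count of 446. Rescaling the libraries to equal medians gave 978 rhythmic genes, with 2 of 100 labellings as high and a highest random count of 1232, and 439 strong genes, with 1 of 100 as high (the real one) and a highest random count of 400. Removing the GC trend of each library gave 1130 rhythmic genes, with 1 of 100 labellings as high (the real one) and a highest random count of 811. With the deposited values the median random count was 26.4% of the real one.

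**Figure D2:**
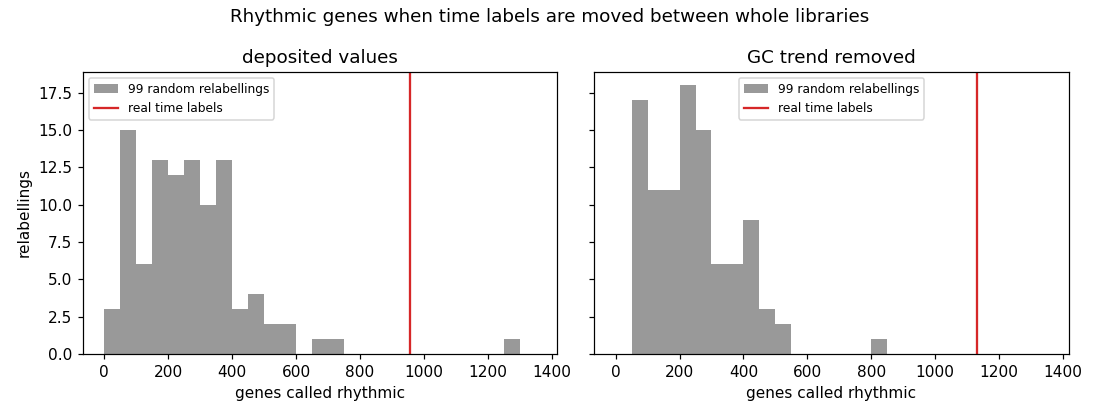
Number of genes called rhythmic (x axis) under 99 random relabellings of the libraries (grey bars, y axis: relabellings) and under the real time labels (red line), with the deposited values on the left and after removal of the GC trend on the right. The real count of 956 is below 1 random count (1270) on the left, and the real count of 1130 is above every random count on the right, where the highest is 811.

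The study asked how the phases of maximal transcription are spread over the day. Of the 956 rhythmic genes, 37 peaked from ZT16 to ZT20 (3.87%, 95% Wilson interval 2.82% to 5.29%), where an even spread would put 16.7%. The interval covers counting error only and treats genes as independent. Of 100 labellings of the libraries, 14 gave as small a share in this window (median 11.1%), so the deficit was not larger than relabelled libraries gave. The share was 8.69% (7.08% to 10.6%) of 978 genes after rescaling to equal medians and 9.47% (7.90% to 11.3%) of 1130 genes after removal of the GC trend, with 27 of 100 labellings as small in both cases. It was 1.69% without ZT8 replicate 2, 8.12% without ZT16 replicate 2 and 7.05% without ZT20 replicate 2. Among the strong genes 9 (2.24%) peaked in this window.

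The order of wider windows of the day depended on the scaling as well. With the deposited values 456 genes (47.7%) peaked from ZT0 to ZT8 and 202 (21.1%) from ZT12 to ZT20, whereas after rescaling to equal medians the order was the opposite, with 270 (27.6%) and 378 (38.7%), and after removal of the GC trend 341 (30.2%) and 396 (35.0%). With the deposited values, as large a share of phases from ZT0 to ZT8 was seen in 27 of 100 labellings. The phases of single genes moved little: of the 766 genes called both with the deposited and with the rescaled values, the median phase moved by 0.296 hr. The largest move among them was 1.18 hr. Another 190 genes lost their call and 212 gained one. How much each of these sets contributed to the change of order was not measured. After removal of the GC trend 692 genes were shared, 227 were lost and 438 gained.

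**Figure D3:**
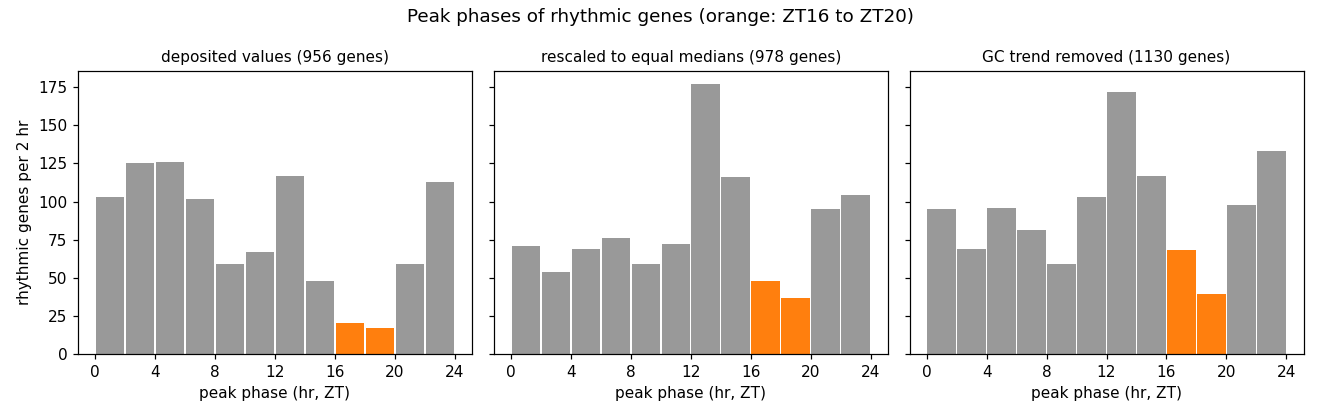
Number of rhythmic genes per 2-hr bin of peak phase (y axis) against phase in hours of zeitgeber time (x axis), from the deposited values (956 genes), after rescaling to equal medians (978 genes) and after removal of the GC trend (1130 genes), with the bins from ZT16 to ZT20 in orange. The orange bins hold 37, 85 and 107 genes, and the larger of the counts for ZT0 to ZT8 and for ZT12 to ZT20 changes from the former (456 against 202) with the deposited values to the latter after rescaling (270 against 378) and after GC removal (341 against 396).

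Differences between time points of any shape were tested with limma's moderated F-test over the 6 time points on log2(rpbp + 1), where fold changes of low genes are understated. At a Benjamini-Hochberg adjusted p under 0.05, 481 of the 6284 genes (7.65%) differed, and 1737 at an unadjusted p under 0.05. Of 100 splits of the libraries into 6 pairs, only the real one gave as many, and the highest count of the others was 13. Testing 1 symbol per locus moved the count most, to 317 of 4818 loci. Because no time point was sequenced both ways, a difference between ZT8 or ZT20 and the others cannot be told apart from one between 2 lanes and 1. Limma's F-test within the 4 time points of 1 lane gave 210 genes at an adjusted p under 0.05 (204 of them among the 481), and that between ZT8 and ZT20 gave 99 (88 of them among the 481), whereas 210 of the 481 passed neither test. Of the 481 genes, 246 (51.1%) were also called rhythmic and 235 were not.

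The replicate series were then analysed alone. With 6 values an exact permutation test over all 720 orders allows a smallest one-sided p of 0.0167, and 260 genes (4.14%) met the criteria in replicate 1 and 171 (2.72%) in replicate 2. The series shared 20 genes, where 7.08 would be shared by chance (odds ratio 3.24, two-sided Fisher's exact test across genes, which are not independent, p = 2.23e-05). Of these 20 genes, 18 had phases within 4 hr of each other, with a median difference of 1.05 hr over the 20, and 18 were called in the pooled data. A threshold of 12 rpbp moved this count most, to 9. Of the 956 genes called in the pooled data, 142 were called in replicate 1 alone and 126 in replicate 2 alone. For 939 of them (98.2%) the phases of both series lay within 4 hr, against 53.6% of the genes not called, but the pooled call itself favours genes whose series share a phase.

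Genes of the circadian clock and genes known to be driven by it were taken from a list fixed before the data were examined. Of the 25 listed genes, 24 were tested (Bhlhb3 stayed below the threshold), 22 were called rhythmic and 14 of these were strong. After Benjamini-Hochberg adjustment 8 genes had a permutation p under 0.05 over all tested genes, and 21 when adjusted over the list alone, which is not independent evidence, since the list holds genes that the study itself describes as rhythmic. Hlf (F24 0.308, one-sided permutation p = 0.202) and Bhlhb2 (F24 0.0305, one-sided permutation p = 0.865) were not called. The calls of Rora (p = 0.0498) and Nfil3 (p = 0.0384), both by one-sided permutation test, were close to the limit and were lost after rescaling to equal medians. Cry2 and Alas1 lost their calls when some of the libraries were left out.

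The peaks of the clock genes followed one another through the day. Coordinates are in mm9, counted from 1. Nr1d1 (chromosome 11, 98629249 to 98636556, minus strand) had a phase of 6.22 hr (F24 0.884, one-sided permutation test, adjusted p = 0.0384), with 34.5 rpbp ± 8.70 at ZT8 and 1.65 rpbp ± 0.919 at ZT16 (SD, n = 2). Dbp (chromosome 7, 52960602 to 52965521, plus strand) had a phase of 8.38 hr (F24 0.733, one-sided permutation test, adjusted p = 0.0451), with 46.6 rpbp ± 5.59 at ZT8 and 2.95 rpbp ± 0.919 at ZT0 (SD, n = 2). Per2 (chromosome 1, 93312559 to 93355905, minus strand) had a phase of 14.3 hr (F24 0.827, one-sided permutation test, adjusted p = 0.0453), with 30.2 rpbp ± 6.79 at ZT12 and 6.80 rpbp ± 3.39 at ZT4 (SD, n = 2). At ZT16 it was nearly as high (28.4 rpbp ± 8.20, SD, n = 2). Replicate 1 was highest at ZT16 (34.2 rpbp) and replicate 2 at ZT12 (35.0 rpbp). The study described a Per2 antisense transcript that peaks at ZT4, and counting without strand does not separate its reads from those of Per2. Arntl (chromosome 7, 120350979 to 120457636, plus strand) had a phase of 22.5 hr (F24 0.829, one-sided permutation test, adjusted p = 0.0916), with 9.75 rpbp ± 0.919 at ZT20 and 0.80 rpbp ± 0.141 at ZT8 (SD, n = 2), so its adjusted p over all genes was not under 0.05. In each of these 4 genes both replicates at the highest time point were above both replicates at the lowest. In GENCODE M1 all 4 are protein-coding genes.

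Of the other clock genes, phases were 8.54 hr for Nr1d2, 10.1 hr for Tef, 10.8 hr for Per3, 12.4 hr for Usp2, 12.8 hr for Per1, 18.7 hr for Cry1, 22.5 hr for Clock and 22.8 hr for Npas2. Npas2 was at 8.65 rpbp ± 2.47 at ZT0 (SD, n = 2) and was listed at 0 in at least 1 library, so no ratio is given. Its neighbour Rpl31 was not called (F24 0.134, one-sided permutation p = 0.561). In the 12 fits that each left out 1 library, Cry2, Rora, Nfil3 and Alas1 lost their calls in at least 1 fit, with 0 (without ZT20 replicate 2) to 3 (without ZT12 replicate 1) named genes lost per fit. With the lanes as a block, Rora and Cry1 lost their calls.

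**Figure D4:**
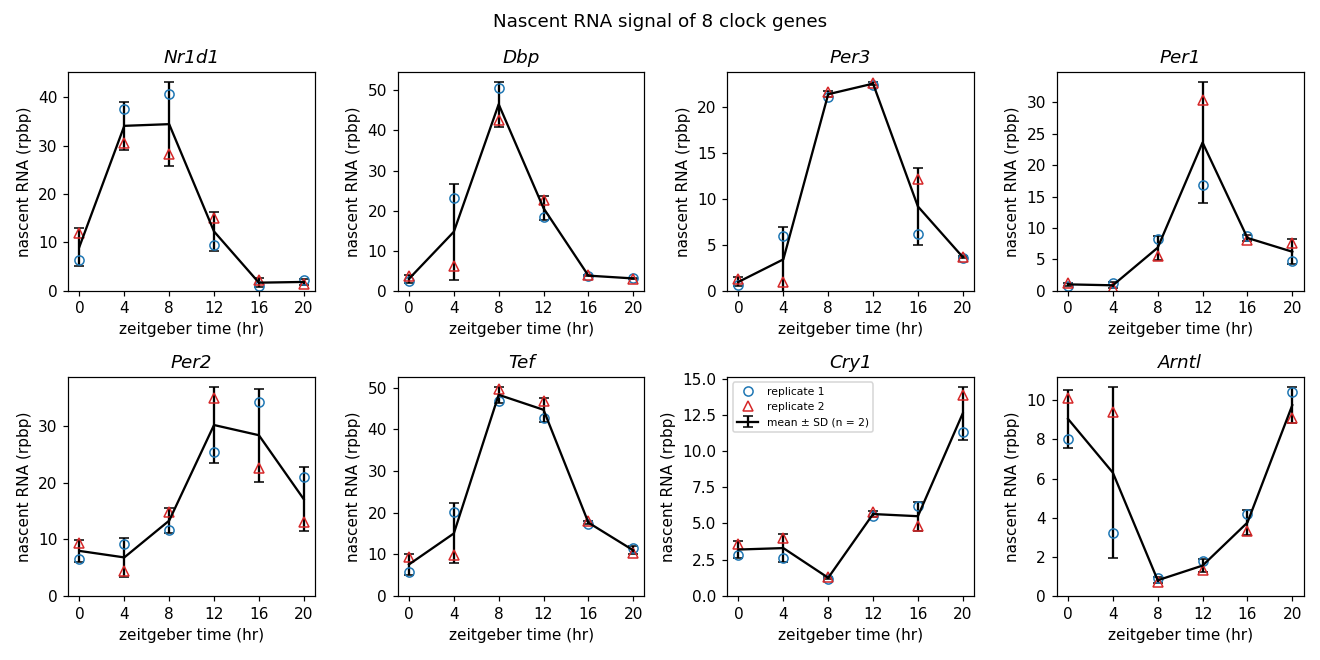
Nascent RNA in rpbp (y axis) of 8 clock genes over zeitgeber time in hours (x axis), with circles for replicate 1, triangles for replicate 2 and a line through the mean ± SD of the 2 replicates. The highest mean is at ZT8 for Nr1d1 (34.5 rpbp) and Dbp (46.6 rpbp), at ZT12 for Per2 (30.2 rpbp) and at ZT20 for Arntl (9.75 rpbp).

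Outside the clock list, the 8 genes with the largest change were taken from the 36 rhythmic genes that had an adjusted permutation p under 0.05, phases in both series within 4 hr of the pooled phase, and no place in the lists fixed beforehand. Those reported here are Stx1b2, Ddah1, Cyp2c44, Nrg4, AI428936 and 6430573F11Rik, with F24 from 0.50 (AI428936) to 0.903 (Ddah1). The largest ratio of highest to lowest time-point mean among them, with 1 rpbp added to both, was that of Stx1b2 (5.46). Stx1b2 (chromosome 7, 134950358 to 134968045) had a phase of 0.919 hr and a permutation p of 1e-05, the smallest that the test can give (adjusted p = 0.0209), with 13.2 rpbp ± 3.96 at ZT0 and 1.60 rpbp ± 0.566 at ZT12 (SD, n = 2). Ddah1 (1.5 hr) and 6430573F11Rik (1.41 hr) peaked shortly after lights on as well, Cyp2c44 at 4.28 hr and Nrg4 at 11 hr. AI428936 peaked at 15.0 hr from low values, with 4.45 rpbp ± 2.76 at ZT16 (SD, n = 2). When the threshold was raised to 12 rpbp, 4 of the 8 genes were still tested, and all 4 were called.

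The study also described rhythmic transcripts that carry clone names instead of gene names. Among the 934 tested symbols with such names 138 (14.8%) were rhythmic, against 818 of the 5350 other symbols (15.3%), a difference that the two-sided Fisher's exact test across genes did not separate from none (odds ratio 0.961, p = 0.730). The ratio crossed 1 under other settings and was 1.14 without ZT4 replicate 1, again with no difference by Fisher's exact test (p = 0.220). Of the transcripts that the study named, BC019819 (chromosome 11, 5906291 to 5908331) was rhythmic with a phase of 13 hr (F24 0.617, one-sided permutation p = 0.00826, adjusted p = 0.152), but its replicates at ZT16 lay far apart (77.5 rpbp ± 79.6, SD, n = 2). AK036974 (F24 0.368, one-sided permutation p = 0.112) and AK087624 (F24 0.305, one-sided permutation p = 0.211) were not called, and AK079377 (highest value 4.5 rpbp) and AK007907 (6.0 rpbp) did not exceed the threshold. AK157581, BC049268 and BC056646 were not analysed here. Sphk2 (chromosome 7, 52965631 to 52973285, minus strand), which ends 109 bp from the end of Dbp on the opposite strand, was rhythmic with a phase of 7.19 hr (F24 0.719, one-sided permutation p = 0.00371, adjusted p = 0.115). Its profile over the libraries correlated with that of Dbp (Pearson correlation of log2 values after rescaling to equal medians 0.859). The study judged it likely that the rhythm of Sphk2 comes from Dbp transcription running on into Sphk2. Counting without strand does not separate reads of the pair where their transcripts overlap.

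Last, genes were sought that were high at a single time point in both replicates without being called rhythmic, with the highest time point over 1.5 times the next highest in each replicate. There were 78 such genes, of which 26 were high at ZT8, 27 at ZT12, 17 at ZT16, 4 at ZT20 and 2 each at ZT0 and ZT4. Relabelling within each replicate gave a median of 27 and a highest count of 118, and 11 of 100 labellings gave as many, so this count was not larger than relabelled libraries gave. Of the 78 genes, 49 also differed between time points by limma's F-test with adjusted p under 0.05. A factor of 5/4 in place of 1.5 moved the count most, to 280.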

Values the study reported

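The study reported that about 15% of expressed genes were rhythmically transcribed, 6.3% with strong and 8.9% with medium rhythms. Few of these genes peaked between ZT16 and ZT20. It set its signal threshold from libraries that were sequenced in more than 1 lane. For the libraries sequenced in 1 lane it gave from 17,815,971 (ZT12 replicate 2) to 21,082,498 (ZT4 replicate 2) uniquely mapped reads, and for those in 2 lanes from 33,547,439 (ZT20 replicate 2) to 39,567,609 (ZT8 replicate 1).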

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

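The GC correction, the threshold that includes 6 rpbp itself, the lanes as a block, the tests within each lane number, and the omission of single libraries for the clone-named share, the replicate variation and the variability were chosen after seeing the data. All other alternatives were fixed before. Using only 1 lane of the ZT8 and ZT20 libraries was not run, since the lanes were not analysed here. Single libraries were not omitted for the genes shared by both series or high at 1 time point, since a time point would be left with 1 library. They were not omitted for limma's F-test either, so the dependence of its count on single libraries was not tested.

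The number of rhythmic genes stayed within 1.5 times the 956 for the threshold of 3 rpbp (1421 genes), the mean over 6 rpbp (657), 1 symbol per locus (750), log2(rpbp + 1) (984), log2(rpbp + 0.1) (988), 10000 permutations (959), the ratio of time-point means (861), the threshold that includes 6 rpbp (964), rescaling to equal medians (978), removal of the GC trend (1130) and the lanes as a block (1202). With that block the strong count was 731 in place of 401, as F24 is then taken over the variance within the lane sets, which raises it by construction. It moved further under other settings. With a threshold of 12 rpbp there were 508 rhythmic and 213 strong genes, 4 of the 8 genes of largest change were tested and called, and 9 genes were shared by both series, with fewer genes tested by construction. With the mean over 6 rpbp 4 of these genes were tested and called, and 13 were shared by both series. With 1 symbol per locus 4 were tested and called, 12 genes were shared by both series, 317 genes differed between time points by limma, and the odds ratio of clone-named transcripts was 1.02, on the other side of 1 but with no difference by Fisher's exact test (p = 0.898). Removing overlapping symbols lowers these counts by construction.

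The choice of test moved the counts most. With the adjusted permutation p 44 genes were rhythmic, 39 strong and 8 of the clock genes called, and 0 of the 44 peaked from ZT16 to ZT20, which allows a share of up to 6.82% (3 of 44). With limma's test of the cosine terms at an adjusted p under 0.05, 163 genes were rhythmic, 154 strong and 14 of the clock genes called, and 1.84% peaked from ZT16 to ZT20. Both settings put an adjusted p in place of an unadjusted one, which lowers the counts by construction. The share from ZT16 to ZT20 was 8.69% after rescaling to equal medians and 9.47% after removal of the GC trend, against 3.87%. For genes high at 1 time point, a factor of 5/4 gave 280 and a factor of 2 gave 24 in place of 78, again by construction.

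Across the 12 fits that each left out 1 library, the rhythmic count ranged from 799 to 1239 genes, the strong count from 406 to 685, the share peaking from ZT16 to ZT20 from 1.69% to 8.12%, the called clock genes from 19 to 22, the called genes of largest change from 7 to 8, the replicate variation from 19.0% to 23.3%, the median variability from 0.231 to 0.258 and the clone-named odds ratio from 0.898 to 1.14. Omitting ZT8 replicate 2 gave the highest rhythmic count, 685 strong genes in place of 401 and the lowest share from ZT16 to ZT20 (1.69%). That share was 8.12% without ZT16 replicate 2, 7.05% without ZT20 replicate 2 and 2.58% without ZT8 replicate 1. The cause was not tested. The odds ratio was above 1 without ZT4 replicate 1 (1.14), ZT12 replicate 1 (1.08), ZT8 replicate 2 (1.04), ZT8 replicate 1 (1.02) and ZT20 replicate 1 (1.00), and no fit gave a difference. Its smallest p was 0.0503, with an odds ratio of 0.815 after rescaling, so no direction is claimed for it.

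Taking each series alone, with the threshold applied anew, left 6 values per gene. Without replicate 1 there were 160 rhythmic genes, 121 strong genes, 1.88% of phases from ZT16 to ZT20, 6 clock genes and 4 genes of largest change. Without replicate 2 the values were 246, 195, 11.4%, 7 and 3. Fewer samples lower these counts by construction.

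With a replicate block there were 974 rhythmic genes (861 shared with the 956), 523 strong genes, 3.8% of phases from ZT16 to ZT20, 20 clock genes, 8 genes of largest change, 455 genes that differed between time points, and a clone-named odds ratio of 0.974. The labels do not say that a replicate number marks a shared animal or day, and the deviations of libraries with the same number from their time-point means had correlations from −0.117 to 0.320 over 15 pairs of time points (median 0.0734, 5 over 0.1), so the numbers were not taken to pair the libraries. The block changed the calls of 2 of the named genes (Rora and Nfil3) and no other call among them.

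Over the 37 named genes that were tested, settings other than omitted libraries gave 490 values, of which 33 lost the call and 0 changed direction. Only rescaling, removal of the GC trend and the log2 values could move a phase, so the 0 was fixed in advance under the other settings. The signal thresholds and 1 symbol per locus could not change the call of a tested gene either. The losses came from the adjusted permutation p (16), limma's test of the cosine terms (8), rescaling (2), the replicate block (2), the lanes as a block (2), and log2(rpbp + 1), log2(rpbp + 0.1) and 10000 permutations (1 each). Among 440 values with 1 library left out, 19 lost the call and 1 gained it (AK036974 without ZT12 replicate 2), all losses falling on 4 genes (Cry2, Rora, Nfil3 and Alas1). Among 70 values from a single series 41 lost the call. The count of genes that differed between time points by limma stayed within 1.5 times the 481 for the thresholds of 3 rpbp (453), 12 rpbp (329) and the mean over 6 rpbp (340), rescaling (491), a pseudocount of 0.1 (381), GC removal (455) and a variance prior with a trend (528). The library totals that the study gives were not used, so no limit from depth was set.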

Other observations

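The tests of library scaling, of the small nucleolar RNA symbols, of time of day and of the lanes for the GC shift, and of GC for the highest relabelled count were chosen only after the result was seen, and the genes named below outside the naming rule were chosen after their values were seen.

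The counts of calls were set against chance and library effects. Of 100 assignments of the time labels to whole libraries, 2 gave at least 956 rhythmic genes and 2 gave at least 401 strong genes. Only 1 of 100 splits into 6 pairs, the real one, gave at least 481 genes that differed between time points. The assignment that gave more rhythmic genes than the real one had 1270, which fell to 811 after removal of the GC trend, below the 1130 of the real labels. In that assignment a 24-hr cosine carried 0.535 of the variance of the GC span of the libraries, against 0.0871 in the real order. GC content may therefore account for part of its count. With 811 it was still the highest of the 99 random assignments after removal of the GC trend, so GC content is not shown to be the main source. Over the 99 random assignments the Spearman correlation of this share with the rhythmic count was 0.490, and 0.238 after removal of the GC trend. For the real labels, the 1130 genes after GC removal lay above all 99 random assignments, which argues against the GC trend as the whole source of the calls. Rescaling to equal medians gave 978 genes, above all but 1 of the random assignments (1232), and 439 strong genes, above all 99 (highest 400), which argues against scaling as the whole source. The GC correction equalizes the medians too. Rhythmic transcription over the day stays as a hypothesis for the excess.

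The shape of the phase distribution was weaker. A share from ZT16 to ZT20 as small as the 3.87% of the deposited values came up in 14 of 100 assignments of the time labels, so chance between libraries may be enough to explain it. After rescaling the share was 8.69%, and 27 of 100 assignments gave as small a share (median 14.9%). Scaling and chance between libraries cannot be told apart as sources of the deficit, since what is left after rescaling lies within what the assignments gave. The surplus of phases from ZT0 to ZT8 over those from ZT12 to ZT20 went with the scaling, as the count for ZT0 to ZT8 fell to 270 after rescaling, below the 378 for ZT12 to ZT20. The order of these windows is therefore left open, and a biological order of the phases was not tested apart from these.

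Searching for a 12-hr component with the same criteria gave 739 genes, and 5 of 100 assignments gave as many (median 236). After removal of the GC trend there were 489, with 11 of 100 assignments as high. The limits for strong genes were passed by 249 genes, and 3 of 100 assignments gave as many (median 50). After GC removal they were passed by 122, with 12 of 100 assignments as high. For genes high at a single time point in both replicates, 11 of 100 assignments within the replicates gave at least the observed 78. For the counts of 739 and 78 genes at least 5 of 100 assignments did as well, and no biological explanation was tested for these genes. The lanes alternate with a 12-hr period over these time points, as ZT8 and ZT20 were sequenced in 2 lanes and the others in 1. Of the 739 genes, 625 (84.6%) deviated most at ZT8 and ZT20 among the pairs of time points 12 hr apart, where an even spread would give 33.3%, and 2 of 100 assignments gave as large a share (median 31.1%). After removal of the GC trend the share was 77.9% of 489 genes, again with 2 of 100 assignments as high. The 12-hr component of these genes and the number of lanes cannot be told apart, because no time point was sequenced both ways. Against the 24-hr cosine the lanes are balanced, and with the lanes as a block 1202 genes were rhythmic, 841 of them among the 956.

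The GC shift of ZT8 replicate 2 was the largest in the data. Its span between the extreme GC bins was −1.21 in log2, against −0.19 in ZT8 replicate 1. This gap of 1.01 between replicates exceeds those of the other time points (0.10 to 0.46). The 4 lowest spans were those of the 4 libraries sequenced in 2 lanes (ZT8 and ZT20), with means of −0.52 there and 0.25 in the 8 others, a difference of −0.76 that was −0.54 without ZT8 replicate 2. Of the 15 choices of 2 time points, only the real one gave as low a difference, so the smallest p this design allows is 0.0667. Over all 12 libraries, replicates were not detectably more alike in span than other pairings (one-sided exact permutation p = 0.0940 over 10395 pairings), nor were they among the 8 libraries of 1 lane (one-sided exact permutation p = 0.314 over 105 pairings). The number of lanes and time of day cannot be told apart for the lower spans at ZT8 and ZT20, because no time point was sequenced both ways. Both replicates of ZT8 share the time of day and the number of lanes, so neither accounts for the gap of 1.01 between them. Across genes, the Spearman correlation of the deviation with GC content in ZT8 replicate 2 was −0.641. It was −0.647 when exon length was held constant (length alone 0.0552), which argues against exon length. A difference in library preparation or amplification could produce such a trend as well and was not tested. Leaving out ZT8 replicate 2 raised the strong calls from 401 to 685. Leaving out any other single library raised them as well, though less, so not all of this rise is particular to ZT8 replicate 2.

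Small nucleolar RNAs had their highest median in ZT20 replicate 1. Over 13 tested symbols that overlap annotated small nucleolar RNA genes, the median log2 deviation from their mean was 1.47 in this library, followed by 0.66 in ZT0 replicate 1, 0.53 in ZT8 replicate 1, 0.46 in ZT0 replicate 2 and 0.43 in ZT4 replicate 2. The number of symbols above their mean does not set it apart, with 10 of the 13 there and in ZT8 replicate 1 and 12 in each of the other 3. NR_002899 (chromosome X, 71517831 to 71517959), which overlaps Snora70 and its host gene Rpl10, reached 11301 rpbp there against 756 in ZT20 replicate 2, and NR_002901 reached 3055 against 76.6. The median in ZT20 replicate 2 was −0.39, with 3 of 13 above their mean, which argues against a time-of-day effect. The median of all tested symbols in ZT20 replicate 1 was 0.043, which argues against the scaling of the library. Carry-over of short mature RNAs may differ between preparations. Other short RNA symbols had a median of 0.29 in that library, with 9 of 11 above their mean, but values as high occurred in ZT12 replicate 1 (0.36) and ZT8 replicate 1 (0.30), so carry-over and a difference limited to small nucleolar RNAs cannot be told apart.

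Neighbouring genes shared their profiles. For 395 pairs of tested genes up to 5 kb apart, the median Pearson correlation of log2 values over the libraries was 0.496, against −0.00422 for random pairs. These correlations, and those by orientation below, were taken after rescaling to equal medians. After removal of the GC trend the median for the neighbouring pairs was 0.386 (95% bootstrap interval 0.321 to 0.430, 2000 resamples), which argues against the GC trend as the whole source. If reads running past the 3′ end of a gene were the source, tandem and convergent pairs would correlate more than divergent ones. The medians were 0.507 for 302 tandem or convergent pairs and 0.433 for 93 divergent pairs, a difference of 0.0743 (two-sided permutation p = 0.127), so readthrough and other shared regulation cannot be told apart at this gap. At gaps up to 2 kb, a limit that was not the planned one, the difference was 0.169 (183 and 75 pairs, two-sided permutation p = 0.00341), whereas from 2 to 5 kb the divergent pairs had the higher median (0.475, against 0.426 for tandem and 0.365 for convergent pairs). Dbp and Sphk2 are 109 bp apart and convergent, and readthrough may contribute to their correlation of 0.859. The study judged readthrough from Dbp to be the likely source of the Sphk2 rhythm. Here this was not tested for the pair alone. Gene pairs are not independent of each other.

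The long non-coding RNA Neat1 (chromosome 19, 5824708 to 5845478, minus strand, in GENCODE M1) was among the largest signals. AK197973 (5844339 to 5844633), which lies in it, was at 7182 rpbp ± 156 at ZT16 and 1382 rpbp ± 474 at ZT8 (SD, n = 2), and AK148054 (5842307 to 5845476) at 5841 rpbp ± 67.7 and 1319.8 rpbp ± 266 (SD, n = 2). They overlap, so they are 1 observation. Both differed between time points by limma's F-test (adjusted p = 0.0309 and 0.0484) but were not called rhythmic (F24 0.405 with one-sided permutation p = 0.103, and F24 0.438 with p = 0.0808). Their values at ZT12 lay far apart (AK197973 at 2522 rpbp in replicate 1 and 5796 rpbp in replicate 2). No explanation was tested for this pattern.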
